A study of mouse gut metagenome with 7 samples. Its data were reported in "Dysbacteriosis-Derived Lipopolysaccharide Causes Embryonic Osteopenia through Retinoic-Acid-Regulated DLX5 Expression" (2020).

How the data were processed

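Mouse feces were profiled by 16S rRNA gene amplicon sequencing in 4 Control samples (PBS) and 3 LH samples (lincomycin hydrochloride). According to the methods of the study, the V4 region was amplified and sequenced by a service provider. The submitters' processing notes name cutadapt, a tool that removes adapter and primer sequence, with no version. The clustering tool, identity threshold, chimera filter and taxonomy database are not given in the sources used here. The sources differ on several steps. The labels give a CTAB/SDS extraction, a fragment library kit for another sequencing platform and feces, the series description gives cecum samples, and the methods give a soil DNA kit, an Illumina instrument and feces. The control treatment is PBS in the labels and saline in the methods. The labels give an age of postnatal day 35 while the methods and the series description name pregnant mice, and that age matches the one the methods give for the mice in which dysbiosis was induced. Whether the feces were taken at that age or in pregnancy is not settled here. These points could change which taxa are recovered, and the values do not settle them. DNA extraction, primer choice and the number of 16S gene copies per genome also bias every share in such data.

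The authors deposited the values as a fraction of each sample per OTU, and each column summed to 1. All values above 0 in all 7 samples were whole multiples of 1 smallest share, 0.00732%, within a tolerance of 0.01 of that share, so that all samples have the same resolution. A table in which every sample was rarefied to a common depth would have this form, and the sources used here do not say whether that was done. If it was, the OTUs listed, the zeros and the smallest share refer to that depth. Read counts were not taken from these fractions, and the read depth is unknown. A value of 0 means only that the OTU was listed at 0. Shares are relative, so a large rise of 1 taxon lowers the share of all others. Of the 531 OTUs, 48.8% had a genus name, and OTUs without one made up 39.4% of a sample on average. They were summed as unclassified members of their family or next higher rank. Fractions were multiplied by 100 and are given as percent.

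The design fixed before the data were examined was a count model. Since the deposited unit is a fraction, it was replaced by limma, as the design foresaw for this case. The test used log2(share + smallest share), taxa with at least 10 times the smallest share (0.0732%) in at least 3 samples, Control and LH as the only term, and Benjamini-Hochberg adjustment with a threshold of 0.05. Fold changes on this scale understate the change of rare taxa. The estimated prior degrees of freedom were infinite at the OTU, genus and family level, where all taxa therefore share 1 standard error, and 5.55 at the class level, beside 5 residual degrees of freedom. Single values (Gram-negative share, OTUs listed, Shannon's index and list shares) were compared with a two-sided exact permutation test of the difference of means over all 35 splits of 7 samples into 4 and 3, whose smallest p is 0.0286. Communities were compared with a permutational analysis of variance on Bray-Curtis dissimilarity over the same 35 splits. The number of OTUs was planned at a common depth, and was taken as listed because the resolution is shared. Gram-negative and Gram-positive taxa were assigned by phylum, except that Negativicutes, a class of Firmicutes, were counted as Gram-negative. Mollicutes, unidentified phyla, OTUs with no phylum and some minor phyla such as Deinococcus-Thermus were in neither.

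Named were all classes tested, families with a mean of at least 1% in either group, up to 10 genera and 6 OTUs per direction that passed the threshold with groups that do not overlap (there were 0 of each), and up to 3 genera of highest mean share per fixed list. Other taxa were named after their values were seen. These are Akkermansia as the only genus that passed, its OTUs, OTU_17, OTU_37, OTU_304 and OTU_35 of Alistipes, Blautia, Parasutterella and the other members of Gammaproteobacteria, Candidatus Arthromitus, unclassified Rhodospirillales, Campylobacterales with Helicobacter, Candidatus Saccharimonas, the plant OTU and the phyla of the OTUs found only in LH 3. The fixed lists were those for Gram-negative and Gram-positive bacteria, butyrate families, Bacteroidales, Verrucomicrobiae, enterobacteria, Lactobacillales, enterococci, Clostridiaceae with Peptostreptococcaceae, Erysipelotrichia, bifidobacteria, Coriobacteriia, Desulfovibrionales, Epsilonproteobacteria, Mollicutes, Saccharibacteria, Deferribacteres, Staphylococcaceae, organelles, reagent genera and OTUs with no phylum.

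The limma step was tested on simulated data with the spread of the 102 tested OTUs (median SD 2.33 on the log2 scale) and 20 changed OTUs in each of 20 simulations. It recovered 1% of OTUs changed by 2 and 3.5% of OTUs changed by 4 on the log2 scale. With an SD of 0.5 it recovered 100% of both, with 1.2 false calls per simulation. The alternatives tried were other pseudocounts, centred log ratios, no filter and a stricter one (0.366%), OTUs with no phylum left out, replicate numbers as a block, each sample left out in turn, the exact permutation test per taxon, the t-test the methods name, and other indices, distances and sets of classes. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.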

Results

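The bacterial community of mouse feces was profiled by sequencing the V4 region of the 16S rRNA gene, a stretch of DNA that differs between bacterial lineages. The 7 samples formed 2 groups. The Control group (n = 4) had received PBS and the LH group (n = 3) had received lincomycin hydrochloride, a lincosamide antibiotic that acts mainly on Gram-positive bacteria and anaerobes. All samples were labelled as C57BL/6 at postnatal day 35, while the methods and the series description name pregnant mice. The deposited table listed 531 operational taxonomic units (OTUs, clusters of similar 16S sequences that stand for bacterial types) as fractions of each sample, and 499 of them were above 0 in at least 1 sample. The read depth behind the fractions is unknown, so no counting interval is given. The smallest share listed was 0.00732%, and it was the same in all 7 samples. The labels do not say that the samples of a group came from separate animals, so the p-values measure the spread between these samples only.

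The class level was compared first, since the study described the effect of LH on the intestinal flora by class. Verrucomicrobiae, the class of the mucin degrader Akkermansia, made up 0.0677% ± 0.0675 (SD, n = 4) of the Control samples and 28.2% ± 38.6 (SD, n = 3) of the LH samples. The rise was carried by LH 2, with 72.2%, and LH 3, with 12.4%, while LH 1 held 0.0879%, which lay between the Control values of 0.0146% and 0.161%. Gammaproteobacteria rose from 0.205% ± 0.0373 (SD, n = 4) to 2.38% ± 1.44 (SD, n = 3), and every LH sample lay above every Control sample. The main genus of the class was Parasutterella in LH 1, Klebsiella in LH 2 and Stenotrophomonas in LH 3. Clostridia, a class of mostly Gram-positive anaerobes, made up 31.9% ± 7.05 (SD, n = 4) of the Control samples and 13.9% ± 10.2 (SD, n = 3) of the LH samples. The LH values of 25.4%, 10.4% and 5.94% all lay below the lowest Control value, the highest of them by less than 0.1 percentage points.

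By limma with Benjamini-Hochberg adjustment, 2 of the 10 classes tested passed an adjusted p of 0.05, and both were higher in LH. Verrucomicrobiae had a log2 fold change of 6.34 ± 1.97 (SE) and Gammaproteobacteria one of 3.22 ± 1.03, each at adjusted p = 0.0496. Clostridia had a log2 fold change of -1.43 ± 1.0 and did not pass, at adjusted p = 0.261 in limma. An exact permutation test on log2 values over the 35 splits of the samples gave p = 0.0286 for Clostridia and for Gammaproteobacteria, the smallest value it can give, and p = 0.0571 for Verrucomicrobiae, and none of these held after adjustment over the 10 classes, at p = 0.143 or above. Both limma calls were lost when any Control sample, LH 2 or LH 3 was left out. Without LH 1, 5 classes passed, with Erysipelotrichia higher at 3.13 ± 0.67 and Clostridia at -2.0 ± 0.50 and Deltaproteobacteria at -5.48 ± 1.41 lower on the log2 scale.

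**Figure D1:**
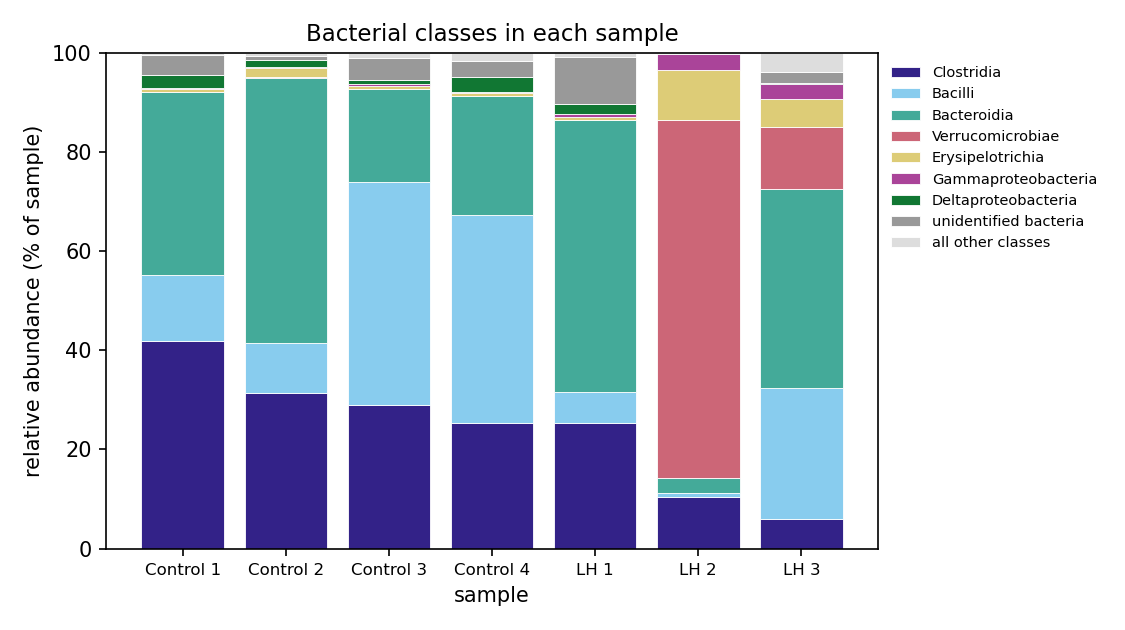
Stacked bars of the relative abundance of bacterial classes, in percent of the sample, for the 4 Control and 3 LH samples. Verrucomicrobiae fill 72.2% of LH 2 and 12.4% of LH 3, and 0.0879% of LH 1.

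The other classes overlapped between the groups. Bacilli, which here were nearly all Lactobacillus, made up 27.5% ± 18.4 (SD, n = 4) of the Control samples and 11.2% ± 13.5 (SD, n = 3) of the LH samples, with a log2 fold change of -2.14 ± 1.34. Deltaproteobacteria, which hold the sulfate reducer Desulfovibrio, made up 1.99% ± 0.944 and 0.691% ± 1.0, and the class was listed at 0.220% in LH 3 and at 0 in LH 2. Erysipelotrichia made up 0.965% ± 0.626 of the Control samples and 5.40% ± 4.82 of the LH samples, with 10.1% in LH 2, 5.62% in LH 3 and 0.476% in LH 1. Mollicutes, bacteria without a cell wall, were listed at 0 in LH 2 and LH 3 and at 0.227% in LH 1, against 0.200% ± 0.174 (SD, n = 4) in Control. Bacteroidia had nearly equal means of 33.3% ± 15.5 (SD, n = 4) and 32.7% ± 26.8 (SD, n = 3), but LH 2 held 3.01% and LH 1 54.9%. Their log2 fold change was -0.71 ± 1.24, and it was 0.61 without LH 2. Coriobacteriia had a log2 fold change of -0.92 ± 1.27, and the class listed as unidentified bacteria, which here holds Helicobacter and Candidatus Saccharimonas, one of -0.86 ± 1.49, although its mean was higher in LH, at 4.0% ± 4.98 against 3.06% ± 1.61. Both log2 values were above 0 without LH 2, at 0.09 and 0.88. None of these 7 classes passed in limma, with adjusted p between 0.173 and 0.579.

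**Figure D2:**
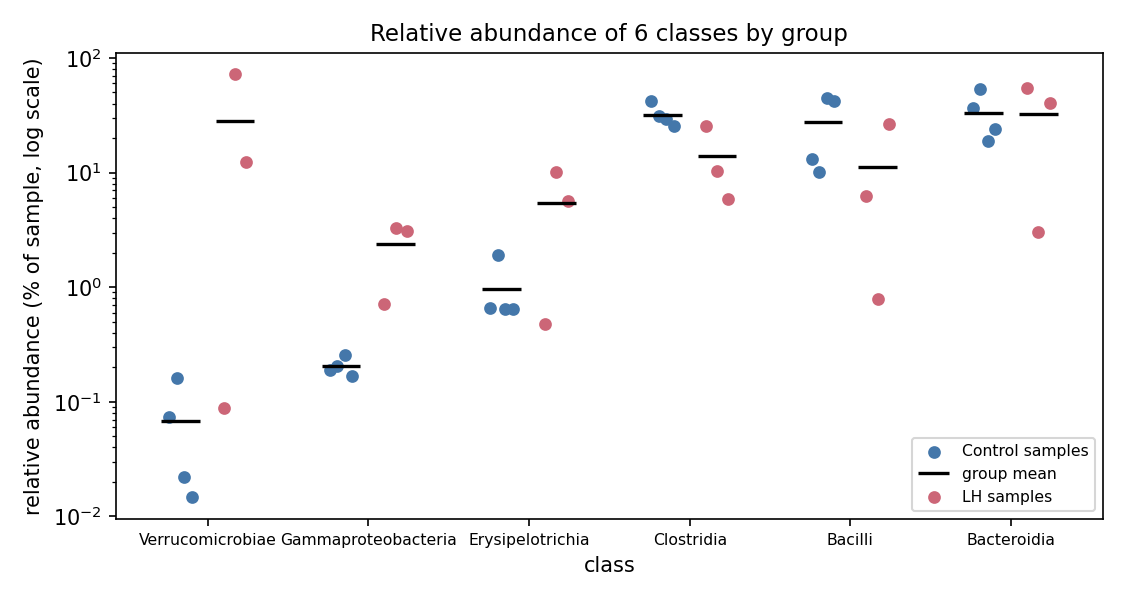
Relative abundance of 6 classes, in percent of the sample on a log scale, with a point per sample and a line at each group mean (Control n = 4, LH n = 3). The groups do not overlap in Gammaproteobacteria, where the LH samples lie between 0.718% and 3.31%, and in Clostridia, while LH 1 lies among the Control samples in Verrucomicrobiae.

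To see which lineages stood behind the classes, families, genera and OTUs were compared. Akkermansiaceae, the family of Akkermansia, was the only one of 23 families tested to pass in limma, with a log2 fold change of 6.30 ± 1.61 and adjusted p = 0.00352. Akkermansia was likewise the only one of 38 genera to pass, at 6.30 ± 1.70 and adjusted p = 0.0104. It was higher than the Control mean in 3 of 3 LH samples, but LH 1, with 0.0806%, lay below the highest Control sample, with 0.161%. The genus consisted of 3 OTUs, and the most abundant of them, OTU_5, made up 51.2% of LH 2 and 7.51% of LH 3, but 0.0513% of LH 1, below the Control mean of 0.0604% ± 0.0572 (SD, n = 4). No OTU of 102 tested passed in limma, where the smallest adjusted p was 0.099, while 5 had an unadjusted p under 0.05. The exact permutation test per OTU gave 0 after adjustment and 6 before it.

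Lachnospiraceae, a family of anaerobic Clostridia rich in butyrate producers, made up 22.8% ± 8.54 (SD, n = 4) of the Control samples and 8.33% ± 6.80 (SD, n = 3) of the LH samples, with a log2 fold change of -1.86 ± 1.61. Ruminococcaceae made up 5.31% ± 2.31 and 3.80% ± 3.49. Lactobacillaceae, the family of the lactic acid bacterium Lactobacillus, made up 27.4% ± 18.4 and 10.9% ± 13.2. Erysipelotrichaceae, the family of Dubosiella and Erysipelatoclostridium, stood at 0.965% ± 0.626 and 5.40% ± 4.82. Desulfovibrionaceae stood at 1.98% ± 0.939 and 0.669% ± 1.03, with a log2 fold change of -3.80 ± 1.61 at adjusted p = 0.228 in limma. The family listed as unidentified Clostridiales, which holds the segmented filamentous bacterium Candidatus Arthromitus, stood at 3.30% ± 2.36 and 0.532% ± 0.567, and the family of Candidatus Saccharimonas at 2.09% ± 1.59 and 0.549% ± 0.708. None of these families passed the test.

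Among the families of Bacteroidia, Muribaculaceae, the most abundant, made up 26.5% ± 12.6 (SD, n = 4) of the Control samples and 21.9% ± 18.8 (SD, n = 3) of the LH samples, where LH 2 held 0.483% and LH 3 35.6%. Prevotellaceae stood at 2.37% ± 2.66 and 1.18% ± 1.07, Bacteroidaceae at 2.65% ± 3.03 and 5.0% ± 5.07, and Rikenellaceae, the family of Alistipes, at 1.48% ± 0.843 and 3.95% ± 6.40. For Rikenellaceae the means and the log2 scale disagreed in direction, with a log2 fold change of -1.78 ± 1.61, with LH 1 at 11.3% and LH 2 listed at 0. Helicobacteraceae stood at 0.972% ± 1.29 and 3.45% ± 4.27, with 8.26% in LH 1. Enterobacteriaceae, the family of Klebsiella, made up 0.0293% ± 0.0247 of the Control samples and 1.19% ± 1.81 of the LH samples, with 3.27% in LH 2, and was too rare in the other samples to enter the limma test. The calls for Akkermansiaceae and Akkermansia were lost when LH 2 or LH 3 was left out, and that for Akkermansia also without Control 3 or Control 4. In limma the spread of the single families, genera and OTUs was replaced by 1 pooled value at each level, and by the exact permutation test, which does not pool, p for Akkermansia was 0.0571.

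The Gram-negative share was compared because the study read the effect of LH as a shift between Gram-negative and Gram-positive bacteria. Gram-negative taxa, most of which carry lipopolysaccharide, made up 35.7% ± 15.6 (SD, n = 4) of the Control samples and 64.6% ± 12.1 (SD, n = 3) of the LH samples. The LH values were 57.7%, 78.6% and 57.4%, and the Control values were 39.8%, 55.7%, 20.1% and 27.2%, so every LH sample lay above every Control sample, the lowest of them by less than 2 percentage points. Gram-positive taxa made up 61.0% ± 14.2 (SD, n = 4) of the Control samples and 31.2% ± 9.37 (SD, n = 3) of the LH samples. The difference in the Gram-negative share was 28.9 percentage points with p = 0.0571 in a two-sided exact permutation test over 35 splits, so it did not pass 0.05, and the Gram-positive share gave the same p. Helicobacter, listed under an unidentified phylum, is not in this share. With it counted as Gram-negative, the LH values were 66.0%, 78.7% and 59.4%, against at most 55.8% in Control. The exact permutation p was again 0.0571.

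The classes behind this share differed from sample to sample. In LH 1 the Gram-negative share was mostly Bacteroidia, at 54.9% of the sample. In LH 2 it was mostly Verrucomicrobiae, at 72.2%, and in LH 3 it was Bacteroidia, at 40.3%, with Verrucomicrobiae at 12.4%. When Verrucomicrobiae were left out of both the share and the total, the Gram-negative share was 35.6% ± 15.6 in Control (SD, n = 4) and 44% ± 18.6 in LH (SD, n = 3), a difference of 8.34 percentage points with p = 0.571 by the exact permutation test. When Bacteroidia were left out, the difference was 33.9 percentage points with p = 0.0286 by the same exact test.

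**Figure D3:**
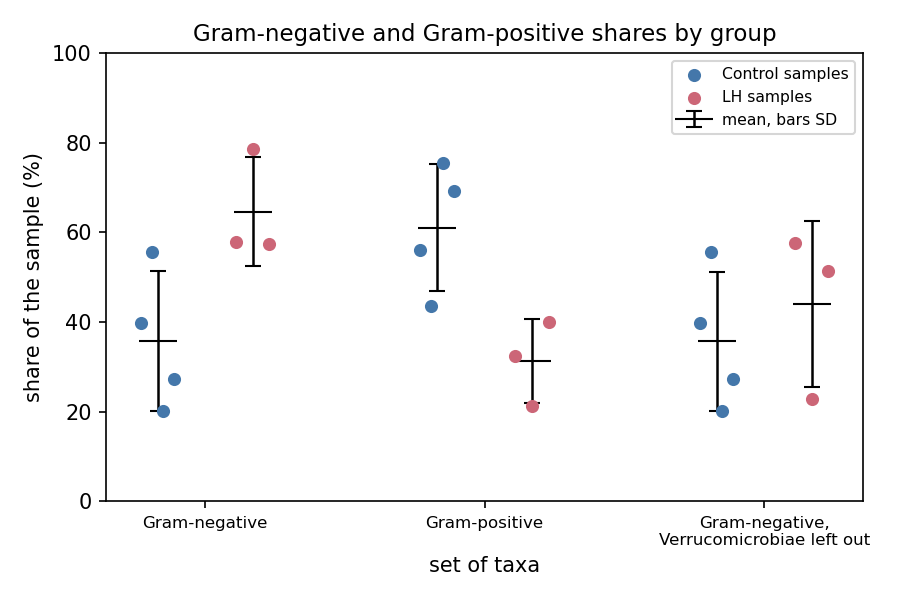
Gram-negative and Gram-positive shares in percent of the sample, and the Gram-negative share with Verrucomicrobiae left out, with a point per sample and the mean with SD bars (Control n = 4, LH n = 3). The Gram-negative share was 57.4% to 78.6% in LH and 20.1% to 55.7% in Control, and the groups overlap once Verrucomicrobiae are left out.

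Groups of bacteria were compared by lists of gut lineages fixed before the data were examined. Of 21 lists, 17 matched at least 1 OTU, and none of these passed the exact permutation test over 35 splits, where the smallest p was 0.0571 before and 0.324 after adjustment over the lists. Families rich in butyrate producers made up 28.1% ± 7.41 (SD, n = 4) of the Control samples and 12.1% ± 10 (SD, n = 3) of the LH samples, with 23.0% in LH 1, 10.1% in LH 2 and 3.36% in LH 3. Of their 34 tested OTUs, 29 had a log2 fold change below 0 and 5 above 0, and 0 passed in limma, also when adjusted over the list alone. Centred on the mean of the tested OTUs in each sample, with a smaller pseudocount of 0.00366%, 22 lay below 0 and 12 above. The unclassified Lachnospiraceae within this list made up 16.0% ± 5.34 of the Control samples and 2.75% ± 3.95 of the LH samples, and every LH sample lay below every Control sample. Unidentified Lachnospiraceae stood at 4.54% ± 3.52 and 1.41% ± 1.79, and unclassified Ruminococcaceae at 2.74% ± 2.21 and 1.32% ± 1.21.

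Bacteroidales, degraders of fibre and glycans, had 41 tested OTUs, of which 32 had a log2 fold change below 0 and 9 above 0, but after centring 19 lay below 0 and 22 above. None passed over all OTUs, and 1 passed when adjusted over the list alone, OTU_17 of Alistipes, at adjusted p = 0.0410 in limma, which uses the pooled spread, while its exact permutation p was 0.0571 before adjustment. OTU_17 made up 0.947% ± 0.619 (SD, n = 4) of the Control samples and was listed at 0.00732% in LH 1 and at 0 in LH 2 and LH 3. Its genus had means of 1.44% ± 0.833 and 3.82% ± 6.48. Unclassified Muribaculaceae stood at 26.3% ± 12.4 and 21.7% ± 18.6, and Bacteroides at 2.65% ± 3.03 and 5.0% ± 5.07. Together they left the order at 33.3% ± 15.5 in Control and 32.5% ± 26.7 in LH. The list of Verrucomicrobiae had 1 tested OTU, OTU_5 of Akkermansia, which passed over the list alone at adjusted p = 0.00194 in limma, since it was the only OTU tested there, while its groups overlapped and its exact permutation p was 0.0857. The Gram-negative list had 46 tested OTUs, and the 2 that passed over the list alone were again OTU_17, lower in LH, and OTU_5, higher in LH. Of the 53 tested OTUs of the Gram-positive list none passed over the list alone, and 43 had a log2 fold change below 0, or 33 after centring. In the Gram-negative list these were 34 and 20.

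Lactobacillales made up 27.5% ± 18.4 (SD, n = 4) of the Control samples and 11.1% ± 13.5 (SD, n = 3) of the LH samples, and all 5 tested OTUs had a log2 fold change below 0, also after centring. Lactobacillus stood at 27.4% ± 18.4 and 10.9% ± 13.2, Streptococcus at 0.0915% ± 0.0743 and 0.244% ± 0.300, and Enterococcus, the only member of the list of enterococci, at 0.00366% ± 0.00732 and 0.0342% ± 0.0369. Of the Erysipelotrichia, all 4 tested OTUs had a log2 fold change above 0, also after centring. Among their genera, Erysipelatoclostridium stood at 0.0915% ± 0.0888 and 2.85% ± 4.57, Dubosiella at 0.478% ± 0.665 and 1.94% ± 2.27, and unclassified Erysipelotrichaceae at 0.309% ± 0.160 and 0.115% ± 0.157. The enterobacteria, facultative anaerobes, had no OTU abundant enough for the test, and their genus Klebsiella made up 3.19% of LH 2, 0.0952% of LH 3 and at most 0.022% of every other sample. The list of Clostridiaceae and Peptostreptococcaceae stood at 0.0916% ± 0.0588 and 0.808% ± 1.26, and Romboutsia, with 2.23% in LH 3, was its most abundant genus. Clostridioides stood at 0.0366% ± 0.00846 and 0.0513% ± 0.0581. None of the members named here that were abundant enough for the limma test passed it.

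Desulfovibrionales stood at 1.98% ± 0.939 (SD, n = 4) in Control and 0.669% ± 1.03 (SD, n = 3) in LH. Desulfovibrio stood at 1.13% ± 1.26 and 0.229% ± 0.291, and the unclassified Desulfovibrionaceae at 0.853% ± 0.756 and 0.439% ± 0.742. Coriobacteriia stood at 0.601% ± 0.467 and 0.378% ± 0.392, with Enterorhabdus at 0.341% ± 0.270 and 0.173% ± 0.171 and Gordonibacter at 0.124% ± 0.179 and 0.0610% ± 0.0741. Unclassified Mollicutes stood at 0.148% ± 0.117 and 0.0757% ± 0.131, and Ureaplasma was listed in 3 Control samples, with at most 0.168%, and in no LH sample. Bifidobacteria were listed in 1 sample, Control 2, at 0.00732%. Staphylococcaceae stood at 0.0476% ± 0.0640 and 0.0122% ± 0.0112, and OTUs with no phylum at 0.00732% ± 0.0104 and 0.0317% ± 0.0376. Genera often found in extraction reagents made up 1.86% of LH 3, with Stenotrophomonas at 1.43%, Pseudomonas at 0.300% and Bradyrhizobium at 0.0806%, and were listed at 0 in LH 2. In the other samples they made up 0.0366% to 0.176%. The lists of Epsilonproteobacteria, Saccharibacteria, Deferribacteres and organelles matched no OTU, and the table places Helicobacter and Candidatus Saccharimonas in an unidentified phylum.

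Diversity within the samples was compared by the number of OTUs listed and by Shannon's index, which also weighs evenness. The Control samples listed 250.8 ± 18.5 OTUs (SD, n = 4) and the LH samples 235.3 ± 132.9 (SD, n = 3). LH 2, where Akkermansia made up 72.2%, listed 88 OTUs, while LH 1 listed 272 and LH 3 listed 346, above every Control sample. Shannon's index was 3.73 ± 0.490 in Control (SD, n = 4) and 3.28 ± 1.34 in LH (SD, n = 3), with 1.74 in LH 2. Neither difference was larger than the spread between samples, with p = 0.886 for the number of OTUs and p = 0.657 for Shannon's index in exact permutation tests. Without LH 2 both differences turned, to 58.25 OTUs more in LH and to an index higher by 0.318. The higher number of OTUs then rests in part on 87 OTUs of LH 3 that were listed in no other sample.

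The composition of whole communities was compared by the Bray-Curtis dissimilarity, which runs from 0 for equal samples to 1 for samples that share no OTU. LH 2, the sample dominated by Akkermansia, had a mean dissimilarity of 0.968 to the Control samples. LH 1, rich in Muribaculaceae, Alistipes and Bacteroides, had 0.651, and LH 3, rich in Muribaculaceae and Lactobacillus, had 0.614, against a mean of 0.614 among the Control samples themselves, which ranged from 0.468 to 0.695. Among the LH samples it was 0.967 between LH 1 and LH 2, 0.703 between LH 1 and LH 3 and 0.825 between LH 2 and LH 3. LH 1 and LH 3 were thus on average closer to the Control samples than to the other LH samples. The group accounted for 21.4% of the variation, with pseudo-F = 1.36 and p = 0.171 in a permutational analysis of variance that used all 35 splits as an exact test. On presence alone (Jaccard) pseudo-F was 1.44 and the exact p was 0.0286, the smallest value 35 splits can give. The other alternatives for the distance did not pass, with an exact p of 0.0857 to 0.114. Presence also depends on the number of OTUs listed, which was 88 in LH 2 and 346 in LH 3. The test does not separate this from a change in which OTUs are present.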

Values the study reported

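The study reported that 5-week-old female mice were given lincomycin hydrochloride at 0.3 g/mL and 24 mL/kg, or saline at 0.9% and 20 mL/kg, for 7 days in a row.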

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

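A Control sample that stands apart from the other 3 was looked for by Dixon's criterion. The values checked were the Gram shares, the number of OTUs, Shannon's index, named classes and families, and the fixed lists with their named genera. Phyla, single OTUs and other genera were not checked. Of 71 values, 15 met the criterion, where chance among independent values gives about 1 in 20, or 3.55. The values were not independent, since some equal or contain others, such as Erysipelotrichia and Erysipelotrichaceae. The excess over chance can therefore not be read from these counts. Many of the 15 are taxa listed at the smallest shares in a single sample, where the criterion is met by any value above 0. The LH group of 3 was not tested.

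Control 2 had more Erysipelotrichia, all of them Erysipelotrichaceae, at 1.90% against a median of 0.652% in the other 3, and more Dubosiella, at 1.46% against 0.183%. Control 4 had fewer unclassified Lachnospiraceae, at 7.97% against 18.4%, and more Ureaplasma, at 0.168% against 0.00732%. Control 1 had more Enterobacteriaceae, the sole family in the list of enterobacteria, at 0.0659% against 0.0146%, with unclassified Enterobacteriaceae at 0.0586%. Control 3 had more unclassified Atopobiaceae, at 0.256% against 0.022%. Taxa listed in 1 Control sample were Enterococcus at 0.0146% and Mycoplasma at 0.022% in Control 1, Bifidobacterium and Pseudomonas at 0.00732% in Control 2, and unclassified Peptostreptococcaceae at 0.00732% in Control 3.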

How the results depend on the processing

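Of the alternatives below, the other pseudocounts, the exact permutation test per taxon and the count of Helicobacter as Gram-negative were chosen after the data were seen. Alternatives that need counts (other scaling factors, a second count model, rarefied tables, Chao1) were not run on these fractions. The number of OTUs was taken as listed at the common resolution, and the number at the full read depth is unknown. The read depth is unknown, so its effect on rare taxa was not measured.

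The number of classes called by limma, 2 in the report, was 0 with the smaller pseudocount of 0.00366%, with centred log ratios, without a filter, with the stricter filter, by the exact permutation test and by the methods' t-test after adjustment. That t-test called 2 classes before adjustment, Clostridia and Gammaproteobacteria. Verrucomicrobiae kept a log2 fold change of 4.32 or more in every alternative that tested them and Gammaproteobacteria one of 2.84 or more, so their direction held while adjusted p ranged from 0.00113 to 0.383 and from 0.00113 to 0.193. The stricter filter left Verrucomicrobiae untested, since only LH 2 and LH 3 reached it. The number of genera called, 1 in the report, was 0 with the larger pseudocount of 0.0732%, with centred log ratios, without a filter, with the stricter filter and by the exact permutation test. The number of families, 1 in the report, was 0 with the stricter filter and the exact permutation test, and without a filter the 1 family called was unclassified Rhodospirillales in place of Akkermansiaceae. The number of OTUs was 0 in all of these. Apart from the stricter filter the cause was not tested. Centring, which also used the pseudocount of 0.00366%, moved the median log2 fold change of the tested OTUs from -1.39 to -0.28. That of genera moved from -1.57 to -0.57 and that of classes from -0.89 to -0.72. With that pseudocount and no centring the medians were -1.59, -1.62 and -0.91. Of the 102 OTUs, 78 lay below 0 in the report and 54 after both changes.

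Replicate numbers are shared by the groups, but the samples share only a number. At the OTU level, deviations of same-numbered samples correlated at 0.12, -0.135 and -0.29, where only LH 1 correlated best with its own number. For genera, families and classes only LH 2 did, so that at each level 1 of 3 matched. With the replicate number as a block, limma called 0 OTUs, 0 genera and 0 families, and 1 class over replicates 1 to 3 (Verrucomicrobiae) or 0 over all 7 samples. The Gram-negative share differed by 26.1 percentage points within numbers, at p = 0.25 by exact sign flips, the smallest they can give.

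The Gram-negative share was higher in LH in every alternative. The difference reached the threshold only without Bacteroidia, at 33.9 percentage points (exact p = 0.0286). In points of a share it lay between 6.15 (share of OTUs listed) and 35.6 (without Control 2), and it was 12.5 with Bacilli counted as Gram-negative. The separation of communities passed only on presence (Jaccard), with pseudo-F at 1.44. With 1 sample left out, exact tests over these few splits cannot go below 0.05 and say nothing about stability. Apart from the Gram-negative share without Bacteroidia, no fixed list passed by its share in any alternative.

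Leaving out each sample in turn gave 0 to 1 OTUs, 0 to 2 genera, 0 to 5 families and 0 to 5 classes, with the highest number of each without LH 1. OTUs listed differed by -70.75 to 58.25, Shannon's index by -0.905 to 0.318, the Bacteroidales by -11.9 to 14.0 percentage points and the Clostridiaceae with Peptostreptococcaceae by -0.011 to 1.11. Log2 fold changes that crossed 0 ranged from -1.81 to 0.089 for Coriobacteriia, -2.255 to 0.88 for the unidentified bacteria (0.39 from the means behind the methods' t-test), -1.48 to 0.61 for Bacteroidia, -0.0087 to 3.21 for Helicobacteraceae, -2.69 to 0.40 for Muribaculaceae, -2.68 to 0.40 for their unclassified genera, -2.29 to 0.52 for Prevotellaceae, -4.28 to 1.01 for Rikenellaceae, -5.05 to 0.25 for Alistipes, -0.39 to 1.78 for Streptococcus, -1.12 to 0.11 for Gordonibacter (0.64 centred, 0.46 with the block) and -1.39 to 2.42 for Stenotrophomonas. Most of these crossed 0 without LH 2. None of them was a call in the report. Over single taxa and lists, 695 values under an alternative kept their direction and their side of the threshold, 42 lost a call, all of Verrucomicrobiae, Gammaproteobacteria, Akkermansiaceae or Akkermansia, and 7 gained one, all without LH 1.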

Other observations

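All tests in this part but one were chosen after the result was seen. The exception is the share of tested OTUs in which LH 1 was highest or lowest beside the Control samples, which was set before its result was known. The count of OTUs over 4-fold outside the others was not set in advance.

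The members behind a class differed between the LH samples. Gammaproteobacteria were mainly Parasutterella in LH 1, at 0.476% of the sample, Klebsiella in LH 2, at 3.19%, and Stenotrophomonas in LH 3, at 1.43%, with Parasutterella at 0.410%. In the Control samples Parasutterella made up 0.0366% to 0.125% and Klebsiella at most 0.022%. LH 2 also held Erysipelatoclostridium, at 8.12%, and Blautia, a genus of Lachnospiraceae, at 7.19%, while neither passed 0.381% in any other sample. Alistipes made up 11.3% of LH 1, above every other sample, but by other OTUs than in Control. OTU_37 made up 6.54%, OTU_304 2.81% and OTU_35 1.92% of LH 1, against at most 0.198% in any Control sample. OTU_17 was at 0.00732% in LH 1. It was the main Alistipes OTU of all 4 Control samples, with 0.0952% in Control 2 and 0.908% to 1.51% in the other 3. Of the 102 tested OTUs, 7 had groups that did not overlap, all lower in LH, where chance gives 5.71% or 5.83 OTUs. Of these, 6 were Clostridia and 5 of them Lachnospiraceae, which are also common among the tested OTUs. Since 78 of the 102 tested OTUs had a log2 fold change below 0, this tally does not show a loss particular to these lineages.

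LH 3 listed 87 OTUs found in no other sample, 25.1% of its OTUs and 2.28% of its abundance, while the other samples had 1 to 17 such OTUs. Of the 87, 32 were Proteobacteria and 21 Bacteroidetes. Acidobacteria, a phylum mostly known from soil, made up 0.791% of LH 3 and at most 0.0586% of the others, and Deinococcus-Thermus 0.256% against at most 0.022%. The Control samples differed in Lactobacillus, with 44.7% in Control 3, 41.9% in Control 4, 13.0% in Control 1 and 9.98% in Control 2. Lineages added after their fixed lists matched nothing did not pass. Campylobacterales, all Helicobacter, gave p = 0.371 and Candidatus Saccharimonas p = 0.171 in exact permutation tests, and an OTU named for a bean plant, Phaseolus vulgaris, made up at most 0.0293% of any sample.

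The number of calls was compared with those of all 35 splits of the 7 samples into 4 and 3, the real one included. As many classes as the real 2 were called in 2 splits, with 5 in the highest other, and as many genera as the real 1 in 4 splits, with 2 in the highest other. As many families as the real 1 were called in 5 splits, with 1 in the highest other, and as many OTUs at an unadjusted p under 0.05 as the real 5 in 17 splits, with 22 in the highest other. Chance could not be excluded for any of these counts. The highest other split of OTUs set Control 4 with LH 2 and LH 3 against the rest. It was picked as the highest of all other splits and holds LH 2 and LH 3, so it does not show a structure apart from the groups. Such a structure was not tested. For classes and genera the highest other split was Control 2 with LH 2 and LH 3, which for families was 1 of 4 equal ones. LH 2 and LH 3 thus lay together in a highest split at each level. Their Bray-Curtis dissimilarity was 0.825. For LH 2 this was the nearest sample, since it lay at 0.957 to 0.976 from the Control samples and at 0.967 from LH 1. LH 3 was closer to Control, at a mean of 0.614.

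LH 1 held Verrucomicrobiae at the Control level while LH 2 and LH 3 did not. A candidate explanation is a mislabelled sample, a Control sample under an LH name. Over the 102 tested OTUs, LH 1 was the highest or lowest of the 5 samples (LH 1 and the 4 Control samples) in 37.3% of OTUs, within the 29.4% to 43.1% of the Control samples, and it lay over 4-fold outside the other 4 in 7 OTUs against 4 to 14 for the Control samples. Other values lay outside the Control range on the side of LH 2 and LH 3. They did so clearly for Gammaproteobacteria (0.718% against at most 0.256%) and OTU_17 (0.00732% against at least 0.0952%). The margin was narrow for unclassified Lachnospiraceae (7.30% against at least 7.97%) and Clostridia (by less than 0.1 percentage points). For the Gram-negative share it was 57.7% against at most 55.7%, or 66.0% against at most 55.8% with Helicobacter counted as Gram-negative. In all of these the groups do not overlap, so LH 1 lies outside Control by that choice, and they cannot weigh against a wrong label. OTU_37, at 6.54%, was high in LH 1 alone. A wrong label is therefore neither shown nor excluded, and a weak response of 1 sample to the treatment was not tested and stays open.

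Clostridia made up less of LH 2 and LH 3 than of every Control sample, but Verrucomicrobiae took 72.2% of LH 2, and a class that large lowers all other shares. As a share of what was left without Verrucomicrobiae, Clostridia were at 37.3% in LH 2, within the Control range of 25.4% to 41.9%. The dominance of 1 class may therefore account for the low class total there, but only with Blautia counted. Blautia alone made up 25.9% of that remainder in LH 2, against at most 0.132% in Control. The group means of Clostridia on this scale were 31.9% and 23.2%, with overlap and an exact permutation p of 0.343. In LH 3 Clostridia were at 6.78%, below the Control range by more than the Control SD of 7.06, which argues against such dominance as the explanation for that sample. Within the Clostridia of LH 2 the unclassified Lachnospiraceae stayed low, at 1.11% of the remainder against 7.97% to 19.1% in Control. This is below the Control range by more than the Control SD of 5.35. It argues against dominance of Verrucomicrobiae alone for these OTUs in that sample. Erysipelotrichia, Blautia and Gammaproteobacteria filled 36.4%, 25.9% and 11.9% of the remainder in LH 2. Whether they account for the low share together with Verrucomicrobiae was not tested. Whether the treatment lowered Clostridia or the unclassified Lachnospiraceae was not tested apart from the group comparison and stays open.

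Gammaproteobacteria were higher in every LH sample than in every Control sample. A candidate source is DNA from extraction reagents. Without the fixed list of reagent genera the class kept 0.549% in LH 1 and 3.31% in LH 2, above the highest Control value of 0.147%, which argues against this source for those samples. In LH 3 it kept 1.36%, but the listed genera made up 56.0% of the class there, and other environmental taxa of LH 3 are outside the list. For LH 3 reagent or environmental DNA and growth in the gut cannot be told apart, since no blank extraction was analysed here. An effect of LH itself stays open for all 3 samples.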
